A study of Mus musculus with 18 samples. Its data were reported in "Coordination of two enhancers drives expression of olfactory trace amine-associated receptors" (2021).

How the data were processed

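RNA-seq was carried out on cells sorted from the main olfactory epithelium (MOE) of mice, the sheet of nasal tissue that holds the olfactory sensory neurons (OSNs). Most mature OSNs express a receptor from the odorant receptor (OR) family or from the much smaller family of trace amine-associated receptors (TAARs). The strain is C57BL/6 per the labels and a mixed background per the paper. In the Taar5-ires-Cre and Taar6-ires-Cre knock-in lines, Cre recombinase is made from the transcript of the targeted receptor gene and switches on a fluorescent reporter, L10-GFP in the Taar5 line and ZsGreen in the Taar6 line. Reporter-positive and reporter-negative cells were separated by fluorescence-activated cell sorting (FACS). The 18 libraries fall into 4 groups per the labels: 7 reporter-positive (Taar5+) and 9 reporter-negative (control) libraries of the Taar5 line at postnatal day 11 to 14, and 1 reporter-positive (Taar6+) and 1 reporter-negative library of the Taar6 line at postnatal day 16 to 17. The paper's reporting summary instead gives the same older age range, in weeks, for the mice of both lines. Line, reporter and any difference in age cannot be separated between the lines, so tests used the 16 libraries of the Taar5 line.

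Per the paper's methods, the authors made the libraries with Smart-seq2, which amplifies full-length cDNA from few cells by PCR and adds no molecular identifiers, mapped the reads to the mm10 genome with Hisat2 and quantified genes with Cufflinks. The deposited values are TPM (transcripts per 1000000), a length-corrected share of the library scaled to the same sum in every library. How the Cufflinks output was turned into TPM, the annotation, any filter and the handling of strand and of reads that map to several genes are not stated. The table held 23847 rows and 23359 gene symbols. The 488 rows that repeat an earlier symbol, from 256 symbols, were summed with it. There were 1099 rows of OR genes (symbols of the form Olfr and a number), 20 rows of OR pseudogenes, 15 rows of Taar genes and 0 rows of mitochondrial genes. TPM keep no sequencing depth, so the depth of each library is unknown, and no counting error can be given. The number of rows above 0, from 5939 to 17808 per library, was used only as a rough guide to complexity. A value of 0 can be a failed estimate in such a table, because genes that every cell uses were at 0 in some libraries. Such genes are described as listed at 0.

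The Taar values of control replicate 2 were identical to those of control replicate 1 for all 13 Taar genes above 0, while 0 other genes above 0 had identical values in that pair of columns. The sum of the column for control replicate 2 exceeded that of every other column by 115 TPM, which equals the sum of its Taar rows. These values were counted once, as those of replicate 1, so comparisons of Taar genes used 8 controls and other comparisons used 9. The design written before the data were examined had 9 controls throughout.

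Genes with at least 1 TPM in at least 7 of the 16 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(TPM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of genes with low values. TPM are not counts, so no count model was used. Summed Taar TPM, summed OR TPM and the mean log2(TPM + 1) of gene lists were compared with exact two-sided permutation tests of the difference in means over every split of the libraries (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). For the 1 library per group of the Taar6 line, differences of log2(TPM + 1) were taken with no p-value, and the median of a gene list was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Gene positions are from GENCODE M21 on GRCm38, the same assembly as mm10, in which 92.9% of the symbols were found.

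The limma step was tested on simulated data with the means and spreads of the 12502 tested genes and 200 genes changed by known amounts. It called 114 genes, of which 105 were changed genes (52.5% of them) and 9 were not, and the sign was right for 199 of the 200. Only large changes were set, and the simulated noise was independent between genes in libraries of equal quality. These rates therefore do not cover small changes or the uneven libraries of the real data.

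Gene lists were fixed before the data were examined: mature OSN, immature OSN, progenitor, horizontal basal, sustentacular, microvillar, ensheathing glia, and blood and immune cells, and dorsal and ventral zones of the MOE. The 6 signalling genes were Gnal, Adcy3, Cnga2, Ano2, Rtp1 and Rtp2. Genes to be named were chosen by a rule of the same date: all Taar genes, the signalling genes, up to 5 rises and 5 falls with the largest change among other genes with an adjusted p under 0.05 and no overlap between groups, the 3 OR genes with the highest mean TPM in each group, and OR genes called higher. Alternatives were another pseudocount, other filters, quantile normalization, TPM rescaled without receptor genes, eBayes without a trend, a fold change minimum of 1.5, OR pseudogenes included, 10 controls, all 18 libraries in one fit, the replicate number as a block, linear totals and each library left out in turn. Alternatives chosen after seeing the data were the copied Taar values as deposited or at 0, repeated symbols kept apart, limma array weights, the number of rows above 0 as a covariate, and both libraries numbered 1 left out, in which the ribosomal RNA gene Rn45s was listed at 0. No library was left out of the tests reported.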

Results

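The transcriptomes of sorted reporter-positive and reporter-negative cells were compared to ask whether the sort enriched TAAR OSNs, which Taar genes the sorted cells expressed, and whether they expressed the signalling genes of OR OSNs. The table of TPM held 7 Taar5+ libraries and 9 controls of the Taar5 line, and 1 Taar6+ library and 1 control of the Taar6 line. Its depth is unknown. The number of gene rows above 0 was 13293 ± 2660 (SD, n = 7) in Taar5+ libraries and 13235 ± 3445 (SD, n = 9) in controls, a difference smaller than the spread between libraries (exact permutation p = 0.972). Control replicate 2 had 5939 rows above 0, against 11352 to 17015 in the other controls of the line.

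Total Taar expression was higher in Taar5+ cells. The summed TPM of the Taar genes was 5350 ± 1999 (SD, n = 7) in Taar5+ libraries and 211 ± 114 (SD, n = 8) in controls. Every Taar5+ library (1517 to 7804 TPM) lay above every control (94.5 to 403 TPM). The difference in mean log2(TPM + 1) was 4.69, a 25.8-fold change (exact two-sided permutation p = 0.000155, the smallest that the 6435 splits can give). Leaving out each library in turn gave differences of 4.55 to 4.97, and the copied Taar values of control replicate 2 set to 0 moved it most, to 5.53.

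Total OR expression was lower in Taar5+ cells. The summed TPM of the OR genes was 1521 ± 1862 (SD, n = 7) in Taar5+ libraries and 15067 ± 3841 (SD, n = 9) in controls, so the mean of the former was 10.1% of the latter. Every Taar5+ library (225 to 5525 TPM) lay below every control (6174 to 20251 TPM). The difference in mean log2(TPM + 1) was -3.98 (exact two-sided permutation p = 8.74e-05, the smallest that the 11440 splits can give). Without Taar5+ replicate 5, which had the highest OR total of its group, the mean of the Taar5+ libraries fell to 853 TPM and the log2 difference was -4.42. In the Taar6 line, total Taar expression was 9894 TPM in Taar6+ cells and 134 TPM in the control, and total OR expression was 1513 and 12685 TPM. There are no replicates in this line.

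**Figure D1:**
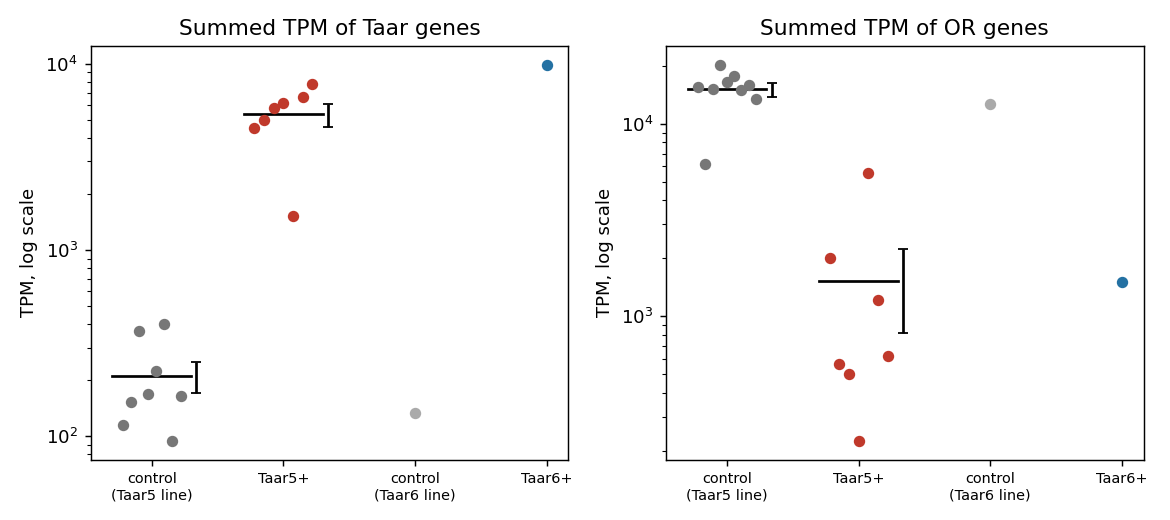
Summed TPM of Taar genes (left) and OR genes (right) on log axes, with 1 point per library, a line at the mean and bars of ± 1 SEM in the groups with replicates. The Taar5+ points lie between 1517 and 7804 TPM for Taar genes, above the controls of the line, and between 225 and 5525 TPM for OR genes, below them.

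Next, all genes were compared between Taar5+ cells and controls. Of 12502 genes tested, 21 had an adjusted p under 0.05 in limma, 18 higher and 3 lower in Taar5+ cells, while 881 had an unadjusted p under 0.05. This count varied with the libraries and the model used. It was 148 without control replicate 2 and 66 without Taar5+ replicate 5. Array weights moved it most, to 1410, but 5 of 100 splits of the libraries, the real one included, gave as many with such weights.

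The 15 Taar genes listed lie together on chromosome 10 from position 23920356 to 24109534, and each has its transcript in 1 exon apart from Taar2 with 2 exons. Taar1 was listed at 0 in all 18 libraries. The other 14 were above 0 in every Taar5+ library. Of these, 10 had an adjusted p under 0.05, all higher in Taar5+ cells, and all 14 did when adjusted over the list alone. Taar4 (chromosome 10, 23960494 to 23961537, plus strand) had the largest change, with 2058 ± 967 TPM (SD, n = 7) in Taar5+ cells and 0 to 12.7 TPM in the 8 controls (log2 fold change 9.01, SE 0.59, adjusted p = 1.03e-07). Taar2 (23938572 to 23941583, plus strand) reached 891 ± 440 TPM (SD, n = 7) against 0.442 to 36.8 TPM (log2 fold change 6.84, SE 0.79, adjusted p = 0.000253). Taar5 (23970706 to 23971719, plus strand), whose transcript carries the Cre gene, reached 209 ± 97.2 TPM (SD, n = 7) against 0 to 7.71 TPM (log2 fold change 6.72, SE 0.60, adjusted p = 8.99e-06). The log2 fold change was 5.52 for Taar3, 5.34 for Taar7f, 5.09 for Taar7e, 4.84 for Taar8b, 4.75 for Taar9, 4.57 for Taar8c and 3.997 for Taar8a, with adjusted p from 0.000312 to 0.0185.

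The 4 Taar genes that did not pass the threshold over all genes were Taar7d (log2 fold change 4.36, adjusted p = 0.0556), Taar7a (3.89, adjusted p = 0.0674), Taar6 (2.28, adjusted p = 0.487) and Taar7b (1.75, adjusted p = 0.300). Taar6 (23984609 to 23985646, minus strand) had 75.5 ± 27.9 TPM (SD, n = 7) in Taar5+ cells, and its control values ran from 0 to 91.5 TPM. The genes Taar7a to Taar7f and Taar8a to Taar8c are near-identical copies. Of the 50-base words in their transcripts, 29.5% (Taar7d) to 72.5% (Taar8c) occurred in the transcript of another gene, so reads could be split between them and their single values are uncertain. The number of Taar genes past the threshold was 7 with the replicate number as a block and 14 with array weights, and 12 with the copied values either kept or set to 0. Without Taar5+ replicate 3, 4, 6 or 7, Taar8b did not pass (adjusted p = 0.0625, 0.0614, 0.0645 and 0.057 in limma). It also did not pass with a pseudocount of 0.1, no filter, the block or both libraries numbered 1 left out (adjusted p = 0.156, 0.068, 0.078 and 0.0989 in limma). Taar8a and Taar8c did not pass with the block (adjusted p = 0.0719 for each in limma). Taar9 did not pass with a pseudocount of 0.1 (adjusted p = 0.0788 in limma).

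**Figure D2:**
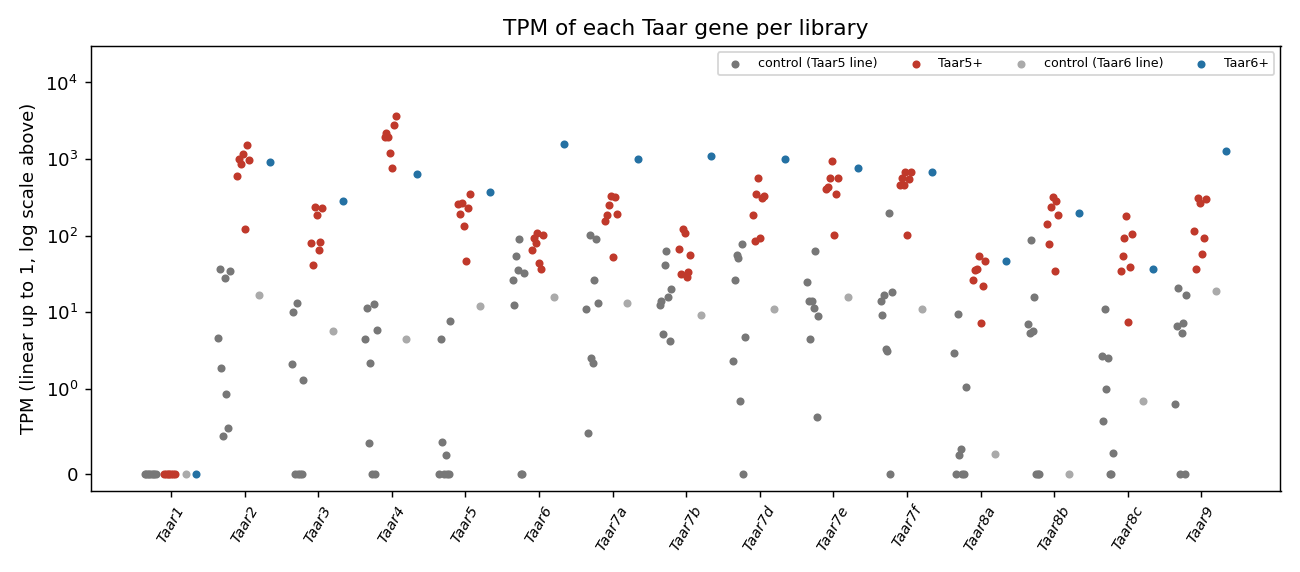
TPM of each Taar gene in each library, on an axis that is linear up to 1 TPM and logarithmic above. Control replicate 2 of the Taar5 line is not drawn. Taar1 lies at 0 throughout, while Taar4 reaches 756 to 3689 TPM in Taar5+ libraries and no more than 12.7 TPM in controls of that line.

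The Taar genes took unequal shares of the Taar transcripts. In Taar5+ cells, Taar4 made up 39.6% ± 10.4 (SD, n = 7) of the summed Taar TPM and was the largest in each of the 7 libraries, from 19.2% to 49.9%. Taar2 followed with 15.8% ± 5.1. The share of Taar5 itself was 3.87% ± 1.12 and that of Taar6 was 1.60% ± 0.71. In the single Taar6+ library, Taar6 had the largest share, 15.9%, followed by Taar9 with 12.9% and Taar7b with 11.2%. Taar4 made up 6.44% and Taar5 3.79% there. Taar7b shares 40.4% of its 50-base words with another gene, and Taar6 and Taar9 almost none, so the order of these shares could depend on how shared reads were counted. With 1 library in the Taar6 line, the shares of the 2 lines were not tested against each other.

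**Figure D3:**
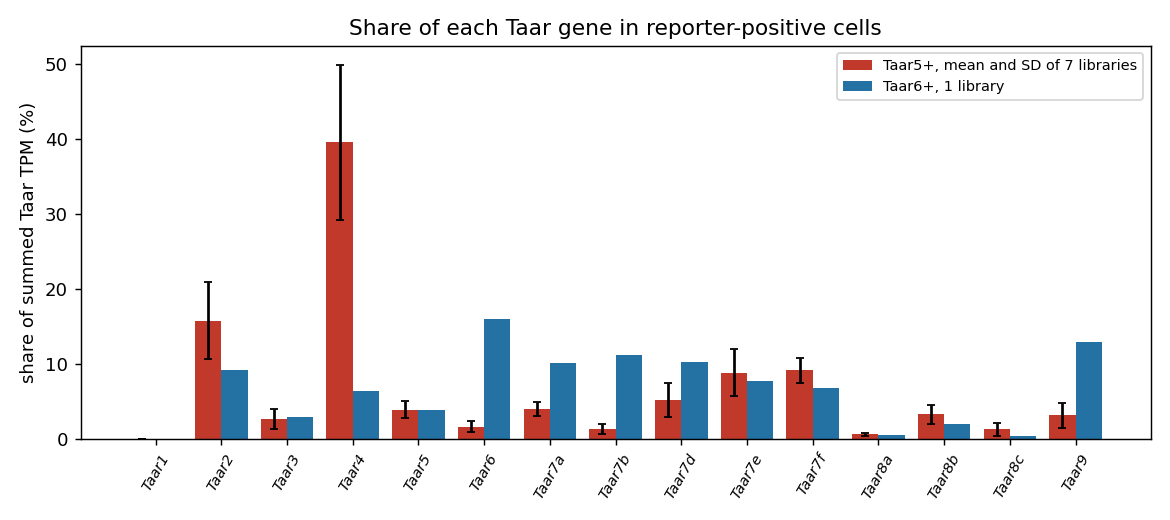
Share of each Taar gene in the summed Taar TPM, in percent, as the mean with SD of 7 Taar5+ libraries (red) and the value of the 1 Taar6+ library (blue). Taar4 has the tallest bar in Taar5+ cells, 39.6%, and Taar6 in Taar6+ cells, 15.9%.

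No OR gene passed the threshold over all genes (0 of 475 tested), although 321 had an unadjusted p under 0.05 and 254 passed when adjusted over the list alone. The last number was not stable: it was 0 without Taar5+ replicate 4, 69 without Taar5+ replicate 2 and 0 with no filter, and 355 without control replicate 2. The log2 fold change was negative for 472 of the 475, with a median of -2.16. The number of OR genes past the threshold over all genes rose to 74, all lower in Taar5+ cells, without control replicate 2, and to 424 with array weights. The 3 OR genes with the highest mean TPM in controls were also the 3 highest in Taar5+ cells. Olfr672 (chromosome 7, 104995760 to 105002029) ran from 0 to 1111 TPM with a median of 109 TPM in controls and from 0 to 56.4 TPM with a median of 1.93 TPM in Taar5+ cells (log2 fold change -1.77, adjusted p = 0.947). Olfr15 (chromosome 16, 3830878 to 3844747) had medians of 85.6 and 6.09 TPM (log2 fold change -3.48, adjusted p = 0.370). Olfr1348 (chromosome 7, 6499793 to 6508748) had medians of 121 and 17.8 TPM (log2 fold change -3.21, adjusted p = 0.433). Without control replicate 2, Olfr15 and Olfr1348 passed the threshold (adjusted p = 0.0327 and 0.0373 in limma).

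The canonical olfactory signalling genes and chaperones were then compared. They encode the G protein subunit Gnal, the adenylyl cyclase Adcy3, the ion channels Cnga2 and Ano2, and the receptor transporters Rtp1 and Rtp2. In the fit of all 16 libraries, none of the 6 differed between Taar5+ cells and controls by more than the spread between libraries: 0 had an adjusted p under 0.05, 0 when adjusted over the list alone and 0 had an unadjusted p under 0.05. With the replicate number as a block, 1 of the 6 passed when adjusted over the list alone, Adcy3 (log2 fold change 0.57), and 0 passed over all genes. With array weights, 0 passed over the list and 2 had an unadjusted p under 0.05. Gnal (chromosome 18, 67088216 to 67226792) had 1452 ± 396 TPM (SD, n = 7) in Taar5+ cells and 1312 ± 454 TPM (SD, n = 9) in controls. The difference was largest for Adcy3 (chromosome 12, 4133103 to 4213525), with 1033 ± 455 and 852 ± 472 TPM (log2 fold change 0.38, SE 0.43, adjusted p = 0.956). Cnga2 (chromosome X, 71991849 to 72010218) had 1453 ± 424 and 1501 ± 583 TPM, and Ano2 (chromosome 6, 125690419 to 126040126) had 398 ± 134 and 388 ± 147 TPM. Rtp1 (chromosome 16, 23429133 to 23433960) had 837 ± 211 and 824 ± 242 TPM, and Rtp2 (chromosome 16, 23925548 to 23932394) had 574 ± 195 and 548 ± 163 TPM. With a standard error of 0.22 to 0.43 on the log2 scale, small differences were not detectable. Except for Adcy3, the sign of each of these log2 fold changes turned when some single library was left out.

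**Figure D4:**
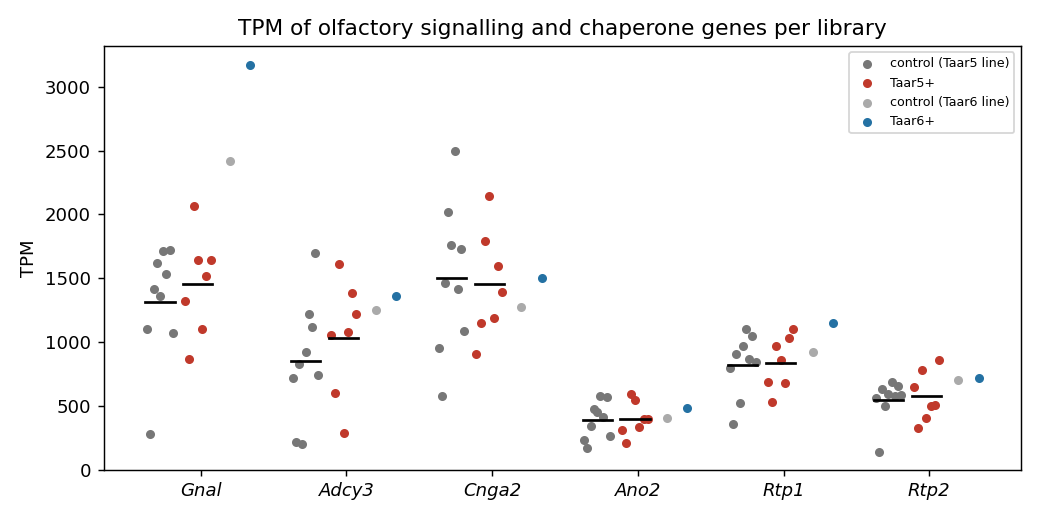
TPM of the 6 signalling and chaperone genes in each library, with lines at the means of the groups with replicates. The 7 Taar5+ points and the 9 control points of each gene overlap.

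Outside the receptor families, 11 genes passed the threshold, 8 higher and 3 lower in Taar5+ cells. In 5 of these no overlap was seen between the groups. Fam19a4 (chromosome 6, 96831203 to 97060413) had 159 ± 65.4 TPM (SD, n = 7) in Taar5+ cells and 0 to 25.5 TPM in controls (log2 fold change 3.85, SE 0.71, adjusted p = 0.0196). It did not pass without Taar5+ replicate 1, 2, 3, 4, 6 or 7 (adjusted p = 0.0540, 0.0644, 0.0657, 0.0614, 0.0556 and 0.0715 in limma), nor with a pseudocount of 0.1, with no filter, with the replicate number as a block or with both libraries numbered 1 left out (adjusted p = 0.266, 0.068, 0.103 and 0.102 in limma). Ppa1 (chromosome 10, 61648552 to 61674168) had 5442 ± 1941 TPM (SD, n = 7) and 996 ± 201 TPM (SD, n = 9), a log2 fold change of 2.34 (SE 0.25, adjusted p = 5.6e-05), and passed under every alternative tried. Rpl10a (chromosome 17, 28328471 to 28331033) had 715 ± 284 TPM (SD, n = 7) and 164 ± 62.97 TPM (SD, n = 9), a log2 fold change of 2.08 (SE 0.29, adjusted p = 0.0012). It shares 20.8% of its 50-base words with another gene. With 10 controls it did not pass (log2 fold change 2.77, SE 0.76, adjusted p = 0.171 in limma). The control added there is that of the Taar6 line, with 0.308 TPM of Rpl10a, a level that cannot be read, as described below. Vwf (chromosome 6, 125546774 to 125686679) was low in both groups, with 1.12 to 5.78 TPM against 0 to 0.828 TPM (log2 fold change 1.75, SE 0.33, adjusted p = 0.0197). Stoml3 (chromosome 3, 53488653 to 53508502) was lower, with 5510 ± 1795 TPM (SD, n = 7) against 15101 ± 6089 TPM (SD, n = 9), a log2 fold change of -1.42 (SE 0.24, adjusted p = 0.00994). Vwf and Stoml3 did not pass in all alternatives, with the highest adjusted p at 0.326 and 0.136. In the Taar6 line the difference had the same sign for 5 of the 8 genes that were higher and for all 3 that were lower.

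Reporter-negative cells are a mixture, so lists of cell type markers were compared. None of the 8 lists differed after adjustment over the 8 exact permutation tests, while 3 had an unadjusted p under 0.05. The horizontal basal list (Krt5, Krt14, Trp63) differed by -2.58 (exact permutation p = 0.0142, adjusted p = 0.104), the microvillar list (Trpm5, Ascl3, Cftr) by -1.53 (exact permutation p = 0.0391, adjusted p = 0.104) and the blood and immune list by -1.97 (exact permutation p = 0.0371, adjusted p = 0.104) in mean log2(TPM + 1). Of the 6 genes of the last list, 5 were in the table. Without Taar5+ replicate 5, these differences were -3.26, -1.97 and -2.50, with adjusted p of 0.0144, 0.0213 and 0.0213. The differences were -0.15 for mature OSNs, -0.28 for immature OSNs, -0.91 for progenitors, -0.97 for ensheathing glia and 0.45 for sustentacular cells, with adjusted p from 0.339 to 0.656, and that of sustentacular cells turned to -0.16 without Taar5+ replicate 5. The genes of the mature OSN list moved apart. Stoml3 and Cnga4 were lower (log2 fold change -1.42 and -0.53), and Omp, Cngb1 and Ric8b were higher (0.38, 0.38 and 0.43). Only Stoml3 passed the threshold in limma. The ventral zone list (Ncam2, Nfia, Nfib, Nfix) was lower in Taar5+ cells by 1.41 (a difference of -1.41, exact permutation p = 0.000699, adjusted p = 0.0014), with 6 of 7 Taar5+ libraries below every control. The fall came from Nfia, Nfib and Nfix (log2 fold change -1.30, -1.77 and -2.56). None of them passed the threshold in limma (adjusted p = 0.418, 0.304 and 0.0728). Ncam2 did not move (log2 fold change 0.0025, adjusted p = 0.999 in limma). The dorsal zone list differed by -0.48 (exact permutation p = 0.00918, adjusted p = 0.00918), but its 2 genes moved apart. Nqo1 fell (log2 fold change -2.48, adjusted p = 0.000312) and Acsm4 rose (log2 fold change 1.53, adjusted p = 0.00994) in limma.

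In the Taar6 line, all 14 Taar genes above 0 were higher in the Taar6+ library than in its control. The median difference in log2(TPM + 1) was 5.93, above all 10000 random lists of 14 genes matched on expression. Taar6 had 1576 TPM in Taar6+ cells and 15.8 TPM in the control. All 6 signalling genes were slightly higher in Taar6+ cells, with a median difference of 0.24, which lay at the 99.8th percentile of the random lists. These values describe 2 libraries and have no replicate check. Gapdh had 1.43 and 6.06 TPM and Ppia was listed at 0 in both libraries of this line, against 436 to 1222 TPM of Gapdh in the Taar5 line, so levels were not compared between the lines.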

Values the study reported

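The study plotted summed and single-gene TPM with n = 10 control libraries, n = 7 Taar5+ libraries and n = 1 Taar6+ library. It put the share of OR-expressing neurons among the control cells at about 70 to 80%. Of the 15 functional Taar genes it counted, it stated that 14 were detected in reporter-positive cells.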

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

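The tests below on abundant genes at 0, on admixture and on the copied values were chosen after the result was seen, and so was the rule that the gland genes decide nothing unless most of them exceed the other controls. Of 82 groups of values checked for a library far from the others, 16 had one. Control replicate 2 and Taar5+ replicate 5 accounted for 4 each. A rate of 1 in 20 would give about 4.1, but it assumes independent and normally distributed values. Near-identical Taar genes are not independent and the TPM of single receptor genes are skewed, so the excess over 4.1 is not a test. Of 31 genes compared between the Taar5 and Taar6 lines, 2 with no overlap between the groups of the Taar5 line moved apart. Pcp4l1, whose groups overlapped, passed the threshold and also had opposite signs (1.38 in the Taar5 line and -0.33 in the Taar6 line).

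Control replicate 2 stood below the other controls of its line in total OR expression (6174 TPM, others 13477 to 20251), Gnal (279.6 TPM, others 1070 to 1720), Rtp2 (139 TPM, others 496 to 689) and the horizontal basal list (score 0, others 3.87 to 5.21). Dilution of the neurons by other cells alone would scale all neuronal genes by one factor. However, 639 of the 3204 genes with a median of at least 50 TPM in the other libraries were listed at 0 there, against at most 11 in any other control, which argues against dilution as the whole cause and leaves loss of transcripts from a small or degraded input open. The gene with the highest TPM was Scgb1c1 (71782 TPM). Secretory gland cells in the sort were tested with a list of 6 gland genes, all above 0 in at least 1 other control. Their sum was 1078 TPM in control replicate 2, above the 15.7 to 193 TPM of the other controls. It came from Aqp5 (1009 TPM) and Muc5b (68.6 TPM), while the other 4 genes were listed at 0, so gland cells stay open. No biological explanation was tested, since the labels set this library apart in nothing.

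Taar5+ replicate 5 stood apart in total OR expression (5525 TPM, others 225 to 1999), Olfr1348 (81.9 TPM, others 0 to 28.5), Taar7f (100.8 TPM, others 455 to 679) and the horizontal basal list (score 5.59, others 0 to 2.35). Its OR total would need 32.0% of control cells. At that share, taken from the median control, such an admixture alone would leave at least 3089 Taar TPM, and 1517 TPM were found. It would also give at most 51.1 TPM of the 3 horizontal basal genes, and 181 TPM were found, more than in any control (at most 123 TPM). Both values argue against control cells as the whole cause. Its gland genes summed to 11479 TPM, the highest of the Taar5+ libraries. A sort of mixed purity that brought in other cell types may account for the pattern, and the design does not test it.

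Control replicate 4 had high values of Taar8a (9.36 TPM, others 0 to 2.90), Taar8b (86.4 TPM, others 0 to 15.7) and Taar8c (10.9 TPM, others 0 to 2.66), and control replicate 7 of Taar7e (63.4 TPM, others 0.668 to 24.9) and Taar7f (199.8 TPM, others 0 to 18.5). Reads shared between near-identical copies may raise such genes together. At least 50.9% of the 50-base words of each Taar8 gene, and at least 51.3% of those of Taar7e and Taar7f, occurred in another gene, so the copies within a library are not independent flags. A few neurons that express 1 of these genes could give the rise itself, which was not tested.

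Single OR genes were high in single libraries: Olfr672 in control replicate 7 (1111 TPM, others 0 to 166), Olfr15 in control replicate 8 (753 TPM, others 0 to 346) and Olfr15 in Taar5+ replicate 6 (106 TPM, others 0 to 41.6). If a library came from few neurons, a small number of OR genes would make up its OR expression. In control replicates 7 and 8, 45 and 33 OR genes made up 50% of the OR TPM, against a median of 109.5 in the other controls in each case. In Taar5+ replicate 6 it was 8, against a median of 17.5 in the other Taar5+ libraries. The values of control replicates 7 and 8 are consistent with few neurons in the library, although control replicate 2 had 6. Taar5+ replicates 2 and 4 had 6 and 3, fewer than replicate 6, so few neurons alone do not set replicate 6 apart and its Olfr15 value stays open. Lower depth could add to the pattern, and depth is unknown.

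Rpl10a and Vwf were higher in all 7 Taar5+ libraries than in every control of the line, but the difference in log2(TPM + 1) was -0.39 for Rpl10a and -0.31 for Vwf between the single Taar6+ library and its control. The difference between the lines was not tested, and 1 library per group gives no spread within the Taar6 line. Rpl10a was at 0 and 0.308 TPM in the Taar6 line. It belongs to 50 genes with a median of at least 50 TPM in the Taar5 line that were under 5 TPM in both libraries of the Taar6 line, among them Ppia and 14 ribosomal protein genes. If reads shared with near-identical copies were handled differently in that line, these genes would share more sequence with other genes. The 45 of them (90.0%) with a transcript in the annotation shared a median of 38.3% of their 50-base words with another gene, and in 10000 lists matched on expression the median of such medians was 0% and the highest 2.47%. This is consistent with a difference in read handling between the lines, so the level of Rpl10a in the Taar6 line cannot be read. A biological difference between the lines or ages stays open, as untested.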

How the results depend on the processing

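The alternatives with copied Taar values, repeated symbols, array weights, the covariate and both libraries numbered 1 left out were chosen after the data were seen. Total Taar and total OR expression kept their direction and stayed past the threshold in every alternative tried, with log2 differences of 4.49 to 5.53 and -4.16 to -3.96. Leaving out each library gave 4.55 to 4.97 and -4.42 to -3.65. Rescaling these totals without mitochondrial genes gave no value of its own, because the table lists 0 such genes.

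The number of genes changed in Taar5+ cells (21) moved in several alternatives. It was 109 with quantile normalization, 96 with the number of rows above 0 as a covariate and 1410 with array weights, and from 16 to 148 across the 16 fits that each left out 1 library. The highest values were 148 without control replicate 2 and 66 without Taar5+ replicate 5, libraries that stood apart in other measures. The cause of these shifts was not tested. Weights were 0.0513 for control replicate 2 and 5.82 for Taar5+ replicate 7. All 21 genes were among the calls without control replicate 2, with array weights and with the covariate, and 19 of them with quantile normalization. The share of higher calls was 85.7% (18 of 21). It was 32.1% with quantile normalization, 30.2% with the covariate, 14.0% with array weights, 20.9% without control replicate 2 and 73.1% with 10 controls. The median log2 fold change of all genes was 0.02, -0.17 without control replicate 2 and -0.16 with array weights. With a fold change above 1.5 as well, 20 genes remained.

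Of 100 splits of the 16 libraries, 1 (the real one) gave as many as 21 changed genes, and 1 gave as many as 10 Taar genes. For the observed 0 OR genes and 0 signalling genes the splits decide nothing, because no count can be below 0. The largest counts in any other split were 2 OR genes and 0 signalling genes. With array weights, 5 of 100 splits, the real one included, gave as many genes as the real one, up to 1652, so the weighted count is no larger than chance splits can give. Without control replicate 2, 2 of 100 splits, the real one included, gave as many, up to 149.

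The number of OR genes changed (0, with 321 at an unadjusted p under 0.05) was 55 with quantile normalization, 47 with the covariate, 424 with array weights and 1 with 10 controls, all lower in Taar5+ cells, and from 0 to 74 across the fits that each left out 1 library. The cause was not tested. Adjusted over the OR list alone, 254 genes passed, and from 0 to 355 across the fits that each left out 1 library. The number of Taar genes changed (10) stayed between 7 and 14, and that of signalling genes was 0 throughout over all genes. Adjusted over the list of 6 alone, 1 signalling gene, Adcy3 (log2 fold change 0.57), passed with the replicate number as a block, so the absence of a difference there depends on how the numbers are treated.

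Control and Taar5+ libraries share the numbers 1 to 7. The deviations from the group means of same-numbered libraries correlated across 12488 genes with r from -0.01 to 0.28, over 0.1 in 5 of 7 pairs. Their median r was 0.19, against -0.02 (from -0.19 to 0.24) for libraries with different numbers. Number 6 had Xist at 12.5 TPM and Eif2s3y at 0 in the control but Xist at 0 and Eif2s3y at 110 TPM in the Taar5+ library, so the same animals cannot have been the only source of both. Ddx3y, Uty and Kdm5d were at 0 in that control too and at 11.9, 0.303 and 2.37 TPM in the Taar5+ library. Number 5 had Xist at 36.4 TPM in the control and 27.0 TPM in the Taar5+ library, with Eif2s3y at 0 in both. Number 4 had Xist near 0 in both, with Eif2s3y at 38.2 and 135 TPM. Numbers 1 and 3 had both genes above 0 in each library. In numbers 2 and 7, 1 of these genes was at 0 in the control only. The r was 0.19 to 0.28 for numbers 1, 3, 4 and 5, and 0.03, -0.01 and 0.13 for numbers 2, 6 and 7. Shared animals for numbers other than 6, or a shared sort or batch, stay open. The labels do not say that the numbers mark pairs, so they were used as a block only as an alternative. With the replicate number as a block, 13 genes changed, all among the 21, and 7 Taar genes. Fewer libraries entered that fit. With sign-flip tests over the pairs, the total Taar difference was 4.49 (6 pairs, p = 0.0312) and the total OR difference -3.98 (7 pairs, p = 0.0156), the smallest p that exact sign flips over those pairs can give.

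Among the cell type lists, leaving out 1 library gave -3.26 to -2.33 for horizontal basal, -1.97 to -1.28 for microvillar, and -2.50 to -1.61 for blood and immune. The horizontal basal list passed the threshold without control replicate 2 (-3.10, adjusted p = 0.0211), and all 3 passed without Taar5+ replicate 5. For sustentacular it gave -0.16 to 0.88, where the sign turned without Taar5+ replicate 5. The other lists, both zone lists and the OR class difference kept their direction and side of the threshold. The shares of Taar2, Taar4, Taar5 and Taar6 moved by less than 1 SD. The median Taar difference in the Taar6 line was 5.93, and 7.65 with quantile normalization, and its other values moved by less than the SD between Taar5+ libraries. Among the latter, the median signalling difference was 0.24 and ran from 0.17 to 0.49 across 3 alternatives.

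Across 28 named genes, 859 comparisons set a gene in 1 alternative fit against its main result. Of these, 785 left direction and call as they were, 29 lost the call, 27 gained it and 18 reversed. The reversals were all of signalling genes near 0: across the fits that each left out 1 library, Ano2 ran from -0.0659 to 0.214, Cnga2 from -0.14 to 0.12, Gnal from -0.0178 to 0.358, Rtp1 from -0.0884 to 0.156 and Rtp2 from -0.13 to 0.23, and Cnga2 was -0.0842 with quantile normalization. Vwf has no value in some fits, because its TPM fell under the filter. The unknown depth limits what the values of 0 and the low OR genes can show.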

Other observations

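The tests of the neighbouring genes and of the ventral Taar share were chosen after the pattern was seen, as were the test of the copied values and the comparison of 4 non-neuronal lists with the sustentacular list, which replaced an earlier criterion that all of these lists fall, and the genes Psmd14 and Tbr1 were named after their values were seen. All hypotheses here were formed and tested on the same data.

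The Taar values of control replicate 2 were those of control replicate 1 in all 13 Taar genes above 0, and no other gene above 0 was identical in that pair. The sum of its column exceeded that of every other column by 115 TPM, which is the sum of its Taar rows. This is what would be seen if the Taar values of replicate 1 were written over values that summed to about 0. No biological explanation was tested.

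Rpl10a rose in Taar5+ cells (log2 fold change 2.08). A candidate explanation is that transcripts of the L10-GFP reporter, whose name points to a ribosomal protein fused to GFP, were counted as Rpl10a. This requires that the fused protein is the product of Rpl10a, which the name does not state. If the reporter were the source, other ribosomal protein genes should not rise alike. Of 81 others tested, 0 passed the threshold (4 at an unadjusted p under 0.05), 7 were higher, and their median log2 fold change was -0.24. The largest rise was 1.51, for Rpl26 (adjusted p = 0.850). These values are consistent with the reporter as the source. The Taar6 line, which carries ZsGreen, gives no check, because Rpl10a was near 0 in both of its libraries.

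Psmd14 (chromosome 2, 61711694 to 61800376) and Tbr1 (chromosome 2, 61802930 to 61814114) lie 2553 bases apart on the plus strand, and both were higher in Taar5+ cells (log2 fold change 1.83 and 2.69, adjusted p = 0.004 and 0.00994 in limma). In the Taar6 line they were 700.1 and 75.5 TPM in Taar6+ cells against 142 and 1.51 TPM in the control. Of 10000 draws of 11 tested genes, 40 held a pair within 10 kb, so chance location is a poor account of the pair. Transcripts that run on from Psmd14 into Tbr1, or shared regulation, may account for it, and neither was tested.

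The ventral Taar genes Taar6, Taar7a and Taar7b made up 6.86% ± 1.53 (SD, n = 7) of Taar TPM in Taar5+ cells and 46.2% ± 27.96 (SD, n = 8) in controls (exact permutation p = 0.00155). All 8 controls (10.3% to 98.7%) lay above every Taar5+ library. Taar5+ cells missed by the sort would carry the shares of Taar5+ cells, so they cannot be the whole source of Taar transcripts in the controls, and chance between libraries is a poor account. A candidate explanation is that TAAR OSNs without the Taar5 reporter, which include those of the ventral zone, stay in the reporter-negative sort. Taar7a and Taar7b share sequence with other Taar genes, so their shares are uncertain.

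The sort of dorsal cells would raise the dorsal and lower the ventral zone list. The ventral list was lower through Nfia, Nfib and Nfix, while its gene Ncam2 did not move. The dorsal list differed by -0.48 because Nqo1 and Acsm4 moved in opposite directions, so the test does not decide. Class I OR genes, which share the dorsal zone with most TAARs, fell by a median of 2.04 (log2 fold change -2.04, 64 genes) and the other OR genes by 2.19 (-2.19, 411 genes). The per-library difference of 0.23 was within the spread (exact permutation p = 0.491), so a carry-over of dorsal OR neurons could not be told from none.

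Fewer non-neuronal cells in the positive sort would lower all non-neuronal lists alike only if each cell type were lost to the same degree. The mean of the horizontal basal, microvillar, ensheathing glia, and blood and immune lists moved by -2.21 relative to the sustentacular list (exact permutation p = 0.0628), and by -3.01 without control replicate 2 (exact permutation p = 0.000155, the smallest that the splits can give). Without Taar5+ replicate 5 it was -2.10 (exact permutation p = 0.101). The outcome depends on which library is left out, so a common fall stays open. An unequal fall would not rule out a loss of non-neuronal cells that differs by cell type.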
